# JAG1-NOTCH4 mechanosensing drives atherosclerosis

**DOI:** 10.1126/sciadv.abo7958

**Published:** 2022-08-31

**Authors:** Celine Souilhol, Blanca Tardajos Ayllon, Xiuying Li, Mannekomba R. Diagbouga, Ziqi Zhou, Lindsay Canham, Hannah Roddie, Daniela Pirri, Emily V. Chambers, Mark J. Dunning, Mark Ariaans, Jin Li, Yun Fang, Helle F. Jørgensen, Michael Simons, Rob Krams, Johannes Waltenberger, Maria Fragiadaki, Victoria Ridger, Sarah De Val, Sheila E. Francis, Timothy JA Chico, Jovana Serbanovic-Canic, Paul C. Evans

## Abstract

Endothelial cell (EC) sensing of disturbed blood flow triggers atherosclerosis, a disease of arteries that causes heart attack and stroke, through poorly defined mechanisms. The Notch pathway plays a central role in blood vessel growth and homeostasis, but its potential role in sensing of disturbed flow has not been previously studied. Here, we show using porcine and murine arteries and cultured human coronary artery EC that disturbed flow activates the JAG1-NOTCH4 signaling pathway. Light-sheet imaging revealed enrichment of JAG1 and NOTCH4 in EC of atherosclerotic plaques, and EC-specific genetic deletion of *Jag1* (*Jag1^ECKO^*) demonstrated that *Jag1* promotes atherosclerosis at sites of disturbed flow. Mechanistically, single-cell RNA sequencing in *Jag1^ECKO^* mice demonstrated that *Jag1* suppresses subsets of ECs that proliferate and migrate. We conclude that JAG1-NOTCH4 sensing of disturbed flow enhances atherosclerosis susceptibility by regulating EC heterogeneity and that therapeutic targeting of this pathway may treat atherosclerosis.

## INTRODUCTION

Blood flow generates mechanical shear stress that has profound effects on the function of blood vessels by altering the physiology of vascular endothelial cells (ECs) (*1*). Shear stress controls the initiation and progression of atherosclerosis, a disease characterized by the accumulation of cells, lipids, and other materials in the arterial wall, leading to angina, myocardial infarction, and stroke (*2*, *3*). Regions of the arterial tree with uniform geometry are exposed to high physiological shear stress that is unidirectional, which promotes EC health and protection from atherosclerosis. However, branches and bends of arteries are exposed to complex blood flow patterns, generating low time-averaged shear stress that varies in direction (e.g., oscillatory bidirectional and biaxial flow) (*4*). These disturbed flow conditions promote EC dysfunction and the initiation of atherosclerosis. Disturbed flow drives both angiogenesis and atherosclerosis, suggesting a common mechanism for these different vascular processes (*1*).

The Notch pathway was found in *Drosophila* as a master regulator of cell fate decisions and the spatial organization of tissues (*5*). Canonical Notch signaling involves an interaction between a Notch transmembrane receptor and a canonical Notch ligand on an adjacent cell, which causes proteolytic cleavage of the Notch receptor by γ-secretase. This causes release of the Notch intracellular domain (ICD), which localizes to the nucleus to regulate transcription (*6*). Mammals have four Notch receptors and five ligands. Classic studies revealed that the interaction between NOTCH1 and DLL4 on adjacent EC establishes “tip” versus “stalk” cell identity during angiogenesis (*7*), and NOTCH1 and DLL4 are critical for arterial specification (*8*–*10*) by suppressing EC proliferation (*11*) and neovascularization in ischemic tissues (*12*, *13*). Notch activation requires mechanical force induced by endocytosis of the ligand (*14*), and NOTCH1 sensing of shear stress is important in arterial differentiation (*15*) and vascular homeostasis (*16*) and protection (*17*). However, the potential role of the Notch system in EC sensing of proatherosclerotic disturbed flow has not been previously studied.

Here, we used several complementary experimental approaches (porcine arteries, experimental flow–modified mouse arteries, and cultured human EC) to show that disturbed flow primarily activates the JAG1-NOTCH4 pathway. Conditional genetic deletion demonstrated that *Jag1* enhances atherosclerosis specifically at regions of disturbed flow that are prone to disease. Single-cell RNA sequencing (scRNA-seq) and other mechanistic approaches showed that JAG1-NOTCH4 signaling promotes atherosclerosis by repressing EC subsets that are critical for proliferation. These data fundamentally advance our knowledge of the role of Notch signaling in interpreting shear stress signals to control EC function and have important implications for therapeutic targeting of the Notch pathway in atherosclerosis.

## RESULTS

### JAG1 and NOTCH4 are enriched at atherosusceptible regions exposed to disturbed flow

We hypothesized that Notch receptors and ligands may have a different spatial pattern of expression in arterial locations exposed to different flow conditions. This was tested by quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis of the transcripts of Notch receptors and their ligands in EC isolated from regions of the porcine aorta exposed to disturbed low oscillatory shear stress (LOSS; inner curvature) or high shear stress (HSS; outer curvature) using shear stress maps generated previously by our group (*18*). We validated the approach by demonstrating enrichment of the HSS-induced gene *eNOS* at the outer curvature and enrichment of the LOSS-induced inflammatory gene *MCP-1* at the inner curvature (fig. S1). The expression of *JAG1* and *NOTCH4* mRNA was significantly enhanced at sites of LOSS compared to HSS, whereas the expression of *JAG2*, *DLL1*, *DLL3*, *DLL4*, *NOTCH1*, *NOTCH2*, and *NOTCH3* was similar between these sites (Fig. 1A).

**Fig. 1.**
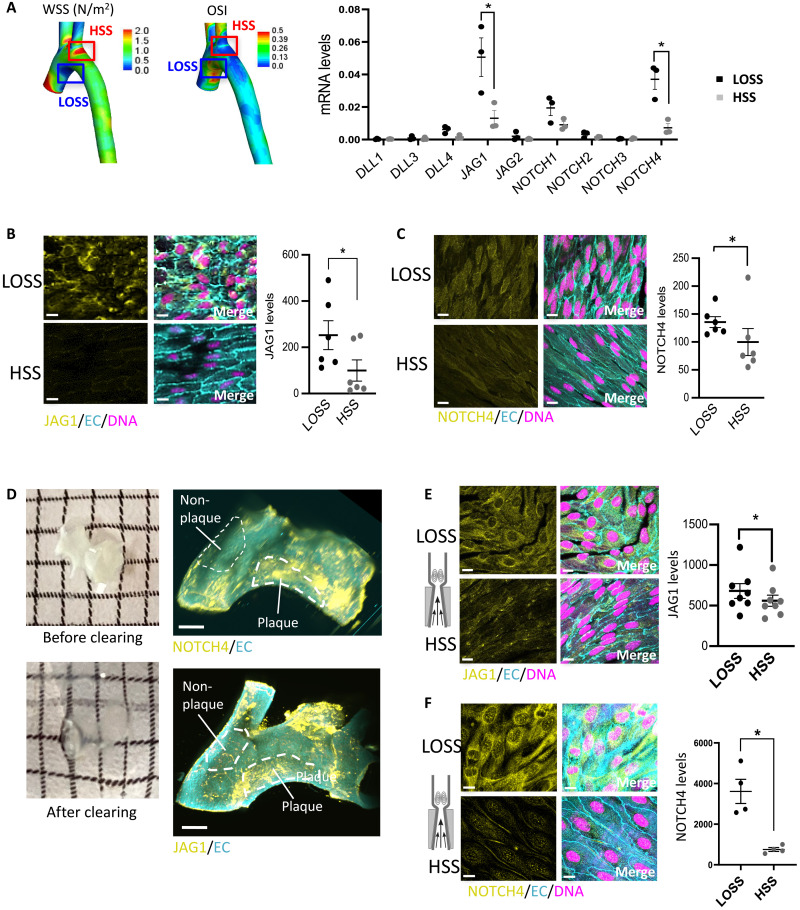
JAG1 and NOTCH4 are enriched at atheroprone sites. (**A**) ECs were isolated from LOSS versus HSS regions of the porcine aorta based on models of time-averaged wall shear stress (WSS) (left) and oscillatory shear index (OSI; center). Shear stress maps were adapted from (*18*). The expression of Notch receptors and ligands was quantified in each population by qRT-PCR (*n* = 3). (**B** and **C**) Aortic arches were isolated from C57BL/6 mice, and en face immunostainings were performed using anti-JAG1 (B) or anti-NOTCH4 (C) antibodies (yellow). Endothelium was costained (anti-CDH5 or anti-CD31; EC; cyan), and nuclei were detected using TO-PRO-3 (DNA; magenta). The graphs on the right represent the yellow mean fluorescence intensity (*n* = 6). (**D**) Aortic arches were isolated from ApoE^−/−^ mice exposed to a high-fat diet for 6 weeks. Samples were optically cleared before immunofluorescence staining using anti-NOTCH4 (top) or anti-JAG1 (bottom) antibodies (yellow). Endothelium was costained (anti-CDH5; EC; cyan). Representative light-sheet images are shown with plaque areas and nonplaque areas delineated. (**E** and **F**) Flow-altering, constrictive cuffs were placed on the right carotid arteries of C57BL/6 mice. They generated anatomically distinct regions exposed to HSS and LOSS. Carotid arteries were harvested after 14 days, and en face staining was performed using anti-JAG1 (E) or anti-NOTCH4 (F) antibodies (yellow). Endothelium was costained (anti-CDH5; EC; cyan), and nuclei were detected using TO-PRO-3 (DNA; magenta). Representative images and quantification of JAG1 (*n* = 8 mice) or NOTCH4 (*n* = 4 mice) expression are shown. Differences between means were analyzed using paired *t* tests. Scale bars, 10 μm.

We next quantified the expression of JAG1 and NOTCH4 proteins in the murine aortic arch. This region was selected because it has been spatially mapped for lesion development (*19*) and fluid dynamics (*20*), revealing that the inner curvature of the arch is susceptible to atherosclerosis and exposed to LOSS, whereas the outer curvature is protected and exposed to HSS that is more uniform in direction. Moreover, focusing on EC within the arch allows spatial differences to be uncoupled from developmental origins, which vary between the arch and other parts of the aorta (*21*). En face staining revealed that JAG1 and NOTCH4 proteins were expressed at higher levels at the LOSS region compared to the HSS region in the murine aortic arch (Fig. 1, B and C).

Analysis of diseased arteries from hypercholesterolemic apolipoprotein E (*ApoE*)^−/−^ mice using immunofluorescent light-sheet imaging revealed that JAG1 and NOTCH4 were enriched in regions of atherosclerotic plaque compared to adjacent nonplaque areas, indicating a potential role in atherosclerosis (Fig. 1D). En face staining confirmed that NOTCH4 enrichment in the plaque areas correlates with the expression in EC (fig. S2). We conclude that JAG1 and NOTCH4 are enriched in the endothelium at atherosusceptible sites and in atherosclerotic plaque.

### Disturbed flow is sufficient to activate the JAG1-NOTCH4 pathway

The association of increased JAG1 and NOTCH4 at sites of disturbed flow does not prove a causal link to LOSS since these sites are also exposed to potential confounders such as mass transport, altered oxygen levels, and inflammation. We therefore assessed whether JAG1 and NOTCH4 are directly shear stress sensitive using a constrictive cuff to modify flow in the murine carotid artery. The cuff generates HSS at the stenosis and a pulsatile vortex that induces oscillations in velocity direction downstream of the cuff (*22*, *23*). Immunofluorescent staining and confocal microscopy showed that JAG1 and NOTCH4 were significantly enhanced at the downstream region compared to the stenosis region after cuff placement for 14 days (Fig. 1, E and F). By contrast, JAG1 and NOTCH4 expression was virtually undetectable in contralateral arteries with physiological flow (fig. S3). At 14 days of cuff placement, there were no signs of inflammation. In addition to the generation of oscillatory shear stress, the pulsatile vortex generated by the cuff also changes mass transport, by trapping molecules and particles, but in a largely different way compared to the inner part of the aortic arch, which is exposed to vortex shedding and therefore intermittent changes in mass transport. Hence, JAG1 and NOTCH4 enrichment at the inner curvature and the downstream region of the cuff is likely a response to LOSS.

Human coronary artery EC (HCAEC) responses to flow were analyzed because pathological changes in these cells are pivotal drivers of atherosclerotic coronary artery disease. This model was validated by demonstrating that inflammatory *MCP1* transcripts are enhanced in HCAEC exposed to LOSS, whereas the protective *KLF4* transcription factor (*24*) is enhanced by HSS (fig. S4). mRNA levels of the Notch ligands *JAG1*, *JAG2*, *DLL3*, and *DLL4* were significantly altered by shear stress in HCAEC, with *JAG1* exhibiting the highest expression under LOSS (Fig. 2A). However, JAG1 was the only Notch ligand consistently enhanced by LOSS at the protein level (Fig. 2B). DLL4 protein was unaltered by flow (Fig. 2B), and JAG2 protein was not detected. Of the Notch receptors, NOTCH4 was enhanced by LOSS at both mRNA (Fig. 2A) and protein (Fig. 2C) levels, and this was associated with increased signaling, evidenced by the increased active, cleaved ICDs of NOTCH4 (N4ICD) under LOSS (Fig. 2, C and D). By contrast, NOTCH1 was enhanced by HSS (fig. S5), which is consistent with previous reports (*16*, *17*). *JAG1* and *NOTCH4* mRNA levels were lower in HCAEC exposed to static conditions compared to flow (fig. S6), confirming that they are flow responsive. Overall, these data demonstrate that JAG1 and NOTCH4 are the dominant Notch components in human EC exposed to LOSS, which is consistent with our in vivo studies.

**Fig. 2.**
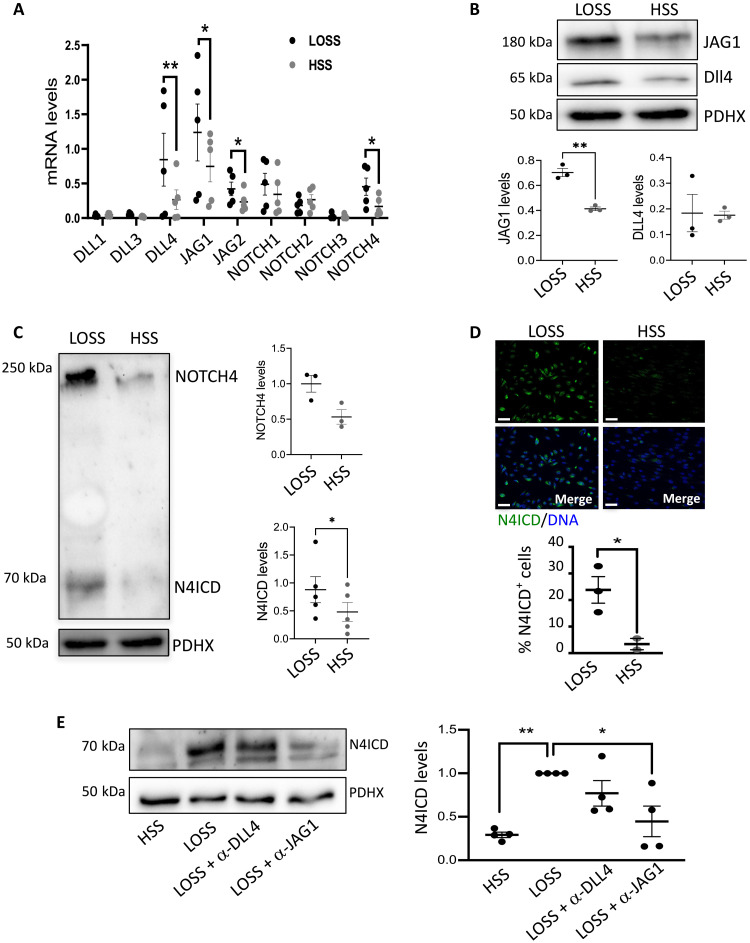
JAG1-NOTCH4 pathway is induced by LOSS in vitro. HCAECs from individual donors were seeded on μ-slides and cultured under LOSS or HSS for 72 hours using the Ibidi system. (**A**) Expression levels of Notch receptors and ligands were quantified by qRT-PCR (*n* = 5). Protein levels of JAG1 and DLL4 (**B**) or levels of total NOTCH4 and the activated forms of NOTCH4 (N4ICD) (**C**) were quantified by immunoblotting with normalization to the level of pyruvate dehydrogenase complex component X (PDHX) (*n* = 3 or *n* = 5). Representative images are shown. (**D**) Protein levels of N4ICD were quantified by immunofluorescence staining with costaining of nuclei using TO-PRO-3 (DNA). Representative images are shown, and the percentage of N4ICD-positive nuclei was calculated (*n* = 3). Scale bars, 50 μm. (**E**) HCAECs were cultured under LOSS or HSS for 72 hours using the ibidi system in the presence or absence of blocking antibodies against JAG1 or DLL4. Protein levels of N4ICD were analyzed by immunoblotting and normalized to the level of PDHX (*n* = 4). Representative images are shown. Differences between means were analyzed by analysis of variance (ANOVA).

We next investigated whether JAG1 acts upstream from NOTCH4 under LOSS using published activity-blocking antibodies against JAG1 (*25*) [and comparing to published anti-DLL4 (*26*) blocking antibodies as a control]. To confirm their effectiveness, we demonstrated that anti-JAG1 and anti-DLL4 blocking antibodies can suppress Notch target gene expression (fig. S7A). In HCAEC exposed to LOSS, N4ICD activation was significantly reduced by blocking JAG1, whereas blocking of DLL4 activity had no significant effect (Fig. 2E). Total levels of *NOTCH4* mRNA were unaltered by anti-JAG1 or anti-DLL4 blocking antibodies (fig. S7B). In conclusion, our data point to JAG1 activation of NOTCH4 as a key pathway under LOSS conditions.

### Endothelial *Jag1* induces atherosclerosis at a site of disturbed flow

To delineate the role of endothelial *Jag1* in atherosclerosis, we generated EC-specific inducible knockout mice by crossing a *Jag1* floxed strain with a transgenic strain expressing *CDH5^CreERT2/+^*. Mice aged 6 weeks were treated with tamoxifen for five consecutive days to delete *Jag1* from EC or to generate experimental controls and were then treated with adeno-associated viral proprotein convertase subtilisin/kexin type 9 (AAV-PCSK9) and exposed to a high-fat diet for 6 weeks to generate hypercholesterolemia and atherosclerotic lesions (Fig. 3A). Tamoxifen treatment of *Jag1^fl/fl^ Cdh5^CreERT2/+^* mice (*Jag1^ECKO^*) induced the deletion of *Jag1*, which was validated by qRT-PCR of endothelial RNA extractions (Fig. 3B) and en face staining of the aorta (fig. S8). In hypercholesterolemic mice, lesion area in the whole aorta was significantly reduced in *Jag1^ECKO^* compared to controls (*Jag1^fl/fl^ Cdh5^+/+^*) (Fig. 3, C and D). This reduction was not related to alterations in plasma cholesterol levels or triglycerides, which were similar in the experimental and control groups (fig. S9). Further analysis revealed that *Jag1^ECKO^* caused a reduction in lesion area in the aortic arch but not in the descending aorta (Fig. 3D). Lesion area in the aortic root was also unaltered in *Jag1^ECKO^* compared to controls (Fig. 3, E and F). Therefore, *Jag1* promotes atherosclerosis at an anatomically distinct site with specific flow conditions.

**Fig. 3.**
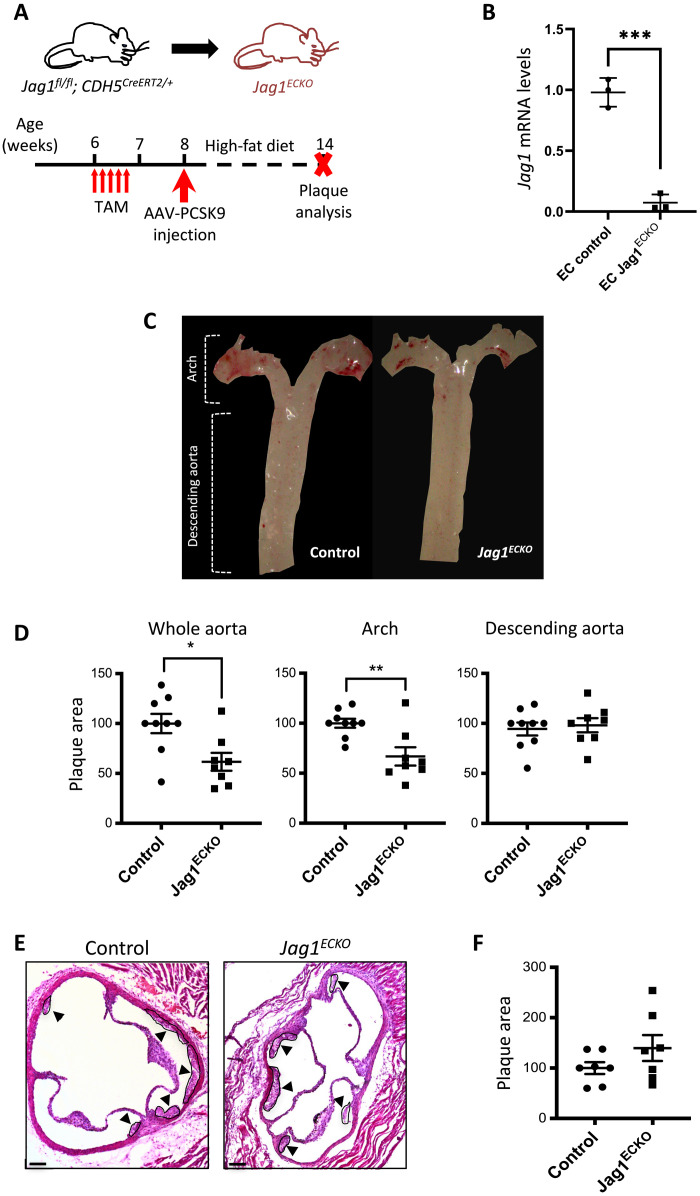
Loss of endothelial *Jag1* decreases plaque development in the aortic arch. (**A**) Timeline of *Jag1* deletion in a model of hypercholesterolemia. *Jag1^fl/fl^ CDH5^CreERT2/+^* (*Jag1^ECKO^*) mice aged 6 weeks and littermates lacking Cre (*Jag1^fl/fl^ CDH5^+/+^*; controls) received five intraperitoneal injections of tamoxifen (TAM) and one injection of AAV-PCSK9 virus at specified time points. After 6 weeks fed with high-fat diet, the mice were culled, and plaque area was quantified. (**B**) Validation of *Jag1* deletion. *Jag1* RNA was quantified in aortae isolated from *Jag1^ECKO^* mice (*n* = 3) and littermate controls lacking Cre 2 weeks after tamoxifen by endothelial RNA extraction and qRT-PCR. (**C**) Representative images of aortas stained with Oil Red O. (**D**) Quantification of plaque burden in the whole aorta, arch, and descending aorta was determined by calculating the percentage of aortic surface area covered by plaque for *Jag1^ECKO^* mice (*n* = 8) and littermate controls (*n* = 9). Representative images with plaque indicated (arrowheads) (**E**) and quantification of plaque burden (**F**) in the aortic roots of controls and *Jag1^ECKO^* mice. In all graphs, each data point represents one mouse, and means ± SEM are shown. Differences between means were analyzed using an unpaired *t* test. Scale bars, 100 μm.

### JAG1 suppresses endothelial subsets that control vascular repair

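The single-cell data behind this part of the study are 4 libraries of aortic endothelial cells (EC), 2 labelled *Jag1 ECKO* (s001 and s002) and 2 labelled *Jag1 ECWT* (s003 and s004). *Jag1 ECKO* mice carry a floxed *Jag1* gene and a tamoxifen-induced Cre recombinase that cuts out the floxed part in EC. *Jag1 ECWT* mice are controls with the floxed gene and without the Cre. The mice were given 2 mg of tamoxifen per day for 5 days. The libraries were made by SORT-seq, a plate method based on CEL-Seq2 in which each cell is sorted into a well of its own and each transcript carries a unique molecular identifier (UMI). Reads were aligned by the authors to the mouse genome GRCm38 with STAR. The authors deposited estimated counts of transcripts per gene and cell for 18767 genes, without normalization. Every value equals the number of distinct UMIs after correction for the chance that 2 molecules carry the same UMI. Over the deposited cells, the estimated transcripts came to 1149084 in s001, 1850434 in s002, 903943 in s003 and 1558250 in s004. Among cells with more than 1200 genes, the median was 4214.77 transcripts per cell in s001, 6521.99 in s002, 5579.95 in s003 and 5219.76 in s004. The values were rounded to whole numbers, the cells were clustered with Seurat after the paper's methods, and EC clusters were chosen by marker genes. Counts were then summed over EC in each library, and the labels were compared by edgeR's quasi-likelihood test, so that the library and not the cell was the replicate. With 2 libraries against 2, an exact permutation test cannot give a p below 0.333. The resolution of the clustering, the gene minimum and the choice of EC clusters could change the numbers.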

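*Jag1*, the targeted gene, lies on the minus strand of chromosome 2 of GRCm38 from 137081456 to 137116644, and its principal transcript has 26 exons in the GENCODE annotation. Summed over EC, it had 156 counts in s001 and 119 in s002, the libraries labelled *Jag1 ECKO*, and 26 in s003 and 38 in s004, the libraries labelled *Jag1 ECWT*. Scaled to the total of all counts in EC, as CPM, these were 164 in s001, 72.6 in s002, 30.8 in s003 and 26.4 in s004. Both libraries labelled *Jag1 ECKO* were above both labelled *Jag1 ECWT*, which is opposite to the lower level that a loss of the transcript would give. The paper's text does not name the deleted exons. Transcripts that keep their counted end after the deletion would still be counted, so these counts do not measure the deletion itself. The log2 fold change, labelled *Jag1 ECKO* over labelled *Jag1 ECWT*, was 2.03 (SE 0.36). By edgeR's quasi-likelihood test its unadjusted p was 3.25e-04, and its adjusted p was 0.921 with Benjamini-Hochberg adjustment over 9485 genes. DESeq2 gave 2.06 with an adjusted p of 0.105. The setting that moved the edgeR call most was the test without a filter on low counts, with a log2 fold change of 2.06 and an adjusted p of 7.81e-10. With each library left out in turn, which leaves 1 library under its label, the log2 fold change lay between 1.44 and 2.50. *Jag1* had a count in 41.8% of EC in s001, 32.6% in s002, 8.76% in s003 and 13.0% in s004. With every EC thinned to 2833 counts, which left out 35, 13, 12 and 20 shallower EC in s001 to s004, these shares were 30.2, 15.6, 4.00 and 6.39%. The libraries are therefore named by their labels throughout, and every direction given between genotypes is that of the labels.

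**Figure D1:**
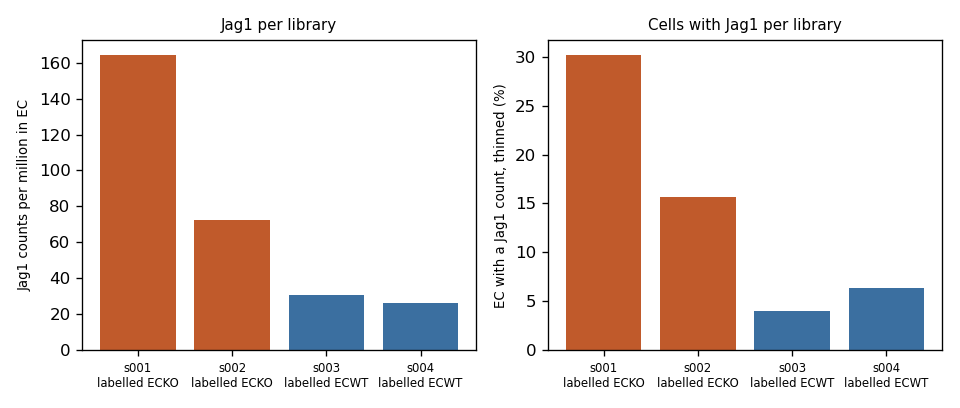
*Jag1* in EC of each library. The left panel gives CPM summed over EC, and the right panel the percentage of EC with a *Jag1* count after every cell was thinned to 2833 counts; each bar is 1 library, with no error bar. The libraries labelled *Jag1 ECKO* stand at 164 and 72.6 CPM, and those labelled *Jag1 ECWT* at 30.8 and 26.4 CPM.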

To elucidate the potential mechanisms of JAG1-dependent atherosclerosis, we performed scRNA-seq from control and *Jag1^ECKO^* aortas. Single cells were isolated from mouse aortas by enzymatic digestion, and CD31^+^ CD45^−^ TO-PRO-3^−^ ECs were purified by fluorescence-activated cell sorting (FACS) and processed for scRNA-seq (Fig. 4A). The scRNA-seq profiles of 991 cells from four experiments passed stringent quality control with >75% of the cells analyzed (fig. S10). 

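The deposited table holds 991 cells, 272 from s001, 273 from s002, 165 from s003 and 281 from s004. Set against the 384 wells of 1 plate per library, this is 70.8, 71.1, 43.0 and 73.2%. Every deposited cell had more than 1200 estimated transcripts, with a lowest total of 1207.05. No spike-in control is among the genes listed, so the paper's limit on the share of spike-in reads could not be applied here.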

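The 824 cells with more than 1200 genes had 2243 ± 792 genes per cell (mean ± SD over cells). Their library means were 1909 in s001, 2496 in s002, 2307 in s003 and 2238 in s004. Over all deposited cells the mean was 2026 ± 871 genes, and the library means were 1670.08, 2285, 2098 and 2076 in s001 to s004. With a minimum of 1500 genes the mean was 2448, a smaller move than with all deposited cells.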

On average, 1670 genes were detected per cell. 

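Cells with more than 1200 genes were clustered on 2000 variable genes and 12 principal components. The paper's text does not name the resolution, so the lowest on a grid from 0.1 to 4 in steps of 0.1 that gave 14 clusters was taken, 2.4. The number 14 was thus an input. At Seurat's default resolution of 0.8 the same cells gave 9 clusters, and at the resolution of 2.4 they gave 14 or 15 with 20 other seeds.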

Our SORT-seq analysis identified 14 distinct clusters (Fig. 4B). Of these, clusters 0 to 11 consistently expressed multiple EC markers, whereas cluster 12 contained fibroblast-like cells, and cluster 13 contained vascular smooth muscle cell (VSMC)–like cells (Fig. 4B). 

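Clusters were named by marker genes fixed before the data were examined, and the thresholds on them were set after the clusters had been seen. Of the 14 clusters, 13 with 794 cells kept at least 7 of the 10 EC markers and were called EC-like. Cluster 12 of this clustering, with 30 cells, held 8 fibroblast and 8 vascular smooth muscle cell (VSMC) markers at 3 or more times their level in other cells. *Vwf* averaged 1766 CPM in EC-like cells and 202 CPM in cluster 12, and *Cdh5* 424 and 65.9 CPM. Within cluster 12, 17 cells had higher fibroblast than VSMC markers and 13 the opposite, and 1 of the 30 lay within a factor of 2 of equal levels. This division of cluster 12 was made after seeing the data. Doublets were not called by a tool, since wells were filled by sorting; an alternative without cells above 3 times their library's median count was run. Its resolution was chosen again to give 14 clusters, so their number does not test for doublets.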

Clusters 12 and 13 were subsequently removed from further analysis of EC heterogeneity. 

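Cluster 12, which was kept out of the EC here, made up 3.96% of the cells with more than 1200 genes in s001 (95% exact binomial confidence interval 1.73 to 7.65), 5.08% in s002 (2.65 to 8.71), 2.14% in s003 (0.444 to 6.13) and 2.85% in s004 (1.15 to 5.77). The intervals overlap and cover counting error only. The EC left were 194 in s001, 224 in s002, 137 in s003 and 239 in s004.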

Consistent with this, clusters 0 to 11 are closely similar to previously published EC clusters from the murine aorta (fig. S11) (*27*, *28*). 

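Among the EC-like clusters of the re-derived clustering, cluster 10 with 32 cells had 2 of the 7 capillary or lipid-handling markers and 1 of the 7 lymphatic markers at 3 or more times their level in other cells, and *Lrg1*, *Fabp4* and *Nr2f2* were among the genes that defined it. Cluster 13 with 17 cells had 4 lipid-handling markers and no lymphatic marker, and was defined by *Gpihbp1*, *Igfbp3* and *Cd36* among others.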

Clusters 0 to 8 and 10 contain canonical EC markers, while both clusters 9 and 11 express markers that are strongly involved in angiogenesis and lipid storage, but cluster 9 also expresses markers that are characteristic of lymphatic endothelium (fig. S11). These observations confirm the presence of heterogeneity in normal mouse aortas.

**Fig. 4.**
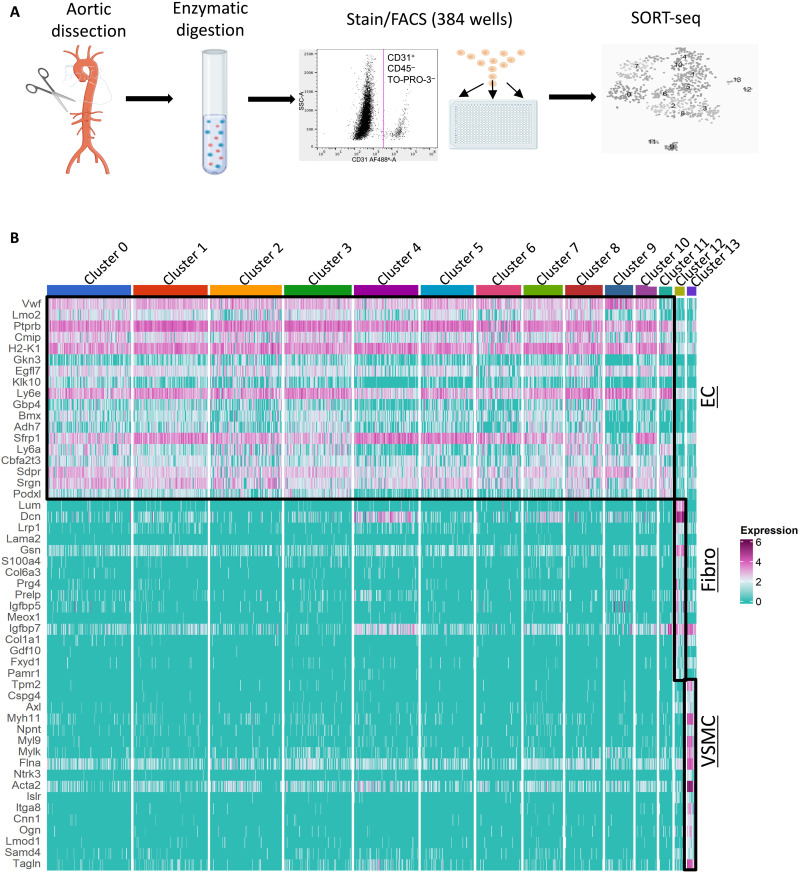
scRNA-seq identification of EC subsets. (**A**) Schematic overview of scRNA-seq workflow. Jag1^ECKO^ and control (Jag1^ECWT^) mouse aortas were dissected from the aortic root to the iliac artery and enzymatically digested to generate single-cell suspensions. After antibody staining, CD31^+^, CD45^−^, and TO-PRO-3^−^ cells were sorted into 384-well plates using FACS. scRNA-seq libraries were generated and sequenced using the SORT-seq method. (**B**) Aortas from *Jag1^ECKO^* and control mice were analyzed by FACS of CD31^+^ CD45^−^ cells coupled to scRNA-seq. Heatmap showing the most highly differentially expressed genes for each cluster. Twelve distinct clusters (0 to 11) defined as ECs exhibit common expression of several markers including the canonical markers *Vwf* and *Cdh5*. Cluster 13 expresses several canonical VSMC markers including *Myh11*, *Acta2*, and *Cnn1* and were therefore defined as VSMCs. Cluster 12 cells present higher expression of collagens/collagen-binding proteins (*Col1a1*, *Dcn*, and *Lum*), as well as reduced expression of VSMC-related proteins (*Myh11* and *Cnn1*), and were therefore defined as fibroblasts. Fibro, fibroblasts.

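Over the 30 cells of cluster 12 of the re-derived clustering, the mean level of *Dcn* was 8811 CPM against 476 CPM in EC-like cells, that of *Lum* 1439 against 12.4, and that of *Col1a1* 756 against 8.92. *Acta2* averaged 8072 CPM against 268, *Myh11* 2565 against 38.8 and *Cnn1* 309 against 3.52. In the 17 cells with higher fibroblast markers *Myh11* averaged 39.8 CPM and *Dcn* 15512 CPM, and in the 13 with higher VSMC markers 5868 and 48.6 CPM. These genes were used to name the cells, so their levels describe the groups and do not test them.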

Most cells in clusters 4 to 6 were from *Jag1^ECKO^* mice, whereas clusters 2 and 7 to 11 contained cells mainly from control mice (*Jag1^ECWT^*; Fig. 5, A to C), indicating that Jag1 has a profound influence on EC heterogeneity. 

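Of the EC here, 52.6% came from libraries labelled *Jag1 ECKO*, and the share per EC cluster ran from 23.9 to 88.9%. The 3 EC clusters highest in cells labelled *Jag1 ECKO* were clusters 6, 10 and 11, at 88.9, 84.4 and 71.0%. Cluster 6 held 27.3% of the EC of s001 but 1.34% of s002, 2.19% of s003 and 1.67% of s004, so 1 library decided its share. Cluster 11 likewise held 9.38% of s002 and 0.515, 2.92 and 2.09% of s001, s003 and s004. Cluster 10 was higher in both libraries labelled *Jag1 ECKO*, at 9.28% of s001 and 4.02% of s002 against 2.19% of s003 and 0.837% of s004. Clusters 2 and 4 were lower in both, cluster 2 at 5.15 and 4.91% against 8.76 and 23.0%. The distance between libraries, the percentage of EC that would have to change cluster for their shares to match, averaged 39.9 points over the 4 pairs of different label and 41.7 points over the 2 pairs of the same label. The distances of s001 to the other libraries were 52.1, 54.0 and 55.3 points, and those among s002, s003 and s004 were 23.7, 26.6 and 31.3. The difference between the averages, -1.79 points, is smaller than the spread of the pairs, and without s002 it was 23.4 points. Clustered without the 500 genes of smallest p between labels, it was -2.92 points. Leaving out those genes can by itself lower the difference, so this value does not count against an effect of the label. From the number of cells of each genotype in its own clusters (Fig. 5, A to C), the paper concludes that Jag1 influences EC heterogeneity.

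**Figure D2:**
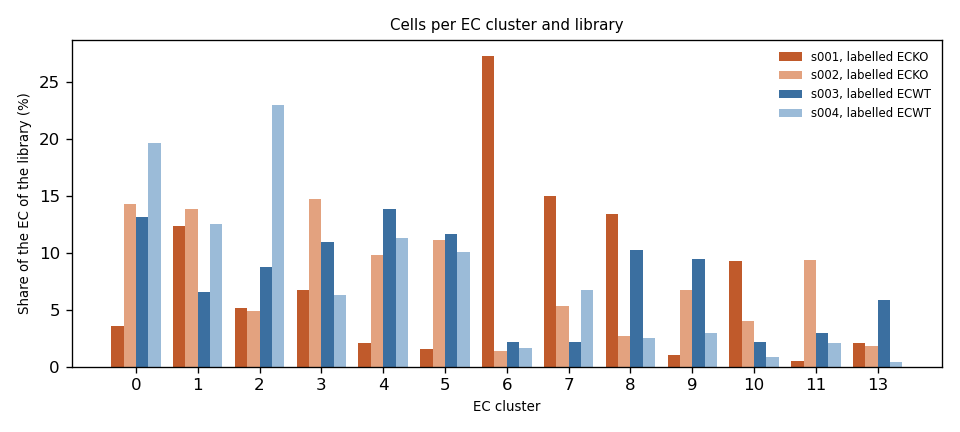
Share of the EC of each library in each EC-like cluster. The horizontal axis gives the cluster, the vertical axis the percentage of the library's EC, and each bar is 1 library, without an error bar. In cluster 6 library s001 stands at 27.3% and no other library above 2.19%.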

Cluster-specific nested functional enrichment of gene ontology (GO) terms revealed diverse functions associated with JAG1-regulated clusters (fig. S12). In particular, multiple GO terms relating to cell proliferation and migration were enriched in all three of the clusters enhanced in *Jag1^ECKO^* mice (clusters 4 to 6; Fig. 5D and fig. S12), suggesting that *Jag1* suppresses EC subtypes involved in proliferation and migration.

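The paper's GO gene lists were not used here; a list of proliferation and migration genes of EC, 89 of them in the table, and one of cell cycle genes, 96 of them in the table, were fixed before the data were examined. Counts were summed per library in the 3 EC clusters highest in cells labelled *Jag1 ECKO* (126 cells) and in the other EC clusters, and compared within libraries. Over the 64 proliferation and migration genes tested, the median log2 difference was -0.04 and the mean 0.21, with 30 genes higher. The camera test was upward with an adjusted p of 0.0985, and below 0.05 before adjustment over the 2 lists, so median and test differ in sign, and fry did not pass 0.05. Adjusted over the list alone, 8 of its genes passed 0.05. The clusters were made from the same counts, and the list's genes could take part in making them. P-values of single genes between these clusters are therefore no independent test. Against 10000 random lists of like expression, the median lay at percentile 36.2. Over 30 cell cycle genes the median was 0.04, the mean 0.04 and the camera test downward (adjusted p = 0.778), with 1 gene passing when adjusted over the list alone, and the median lay at percentile 82.5. Over the alternatives, the camera adjusted p of either list lay between 0.0789 and 0.978. By fry, unadjusted, the proliferation and migration list passed 0.05 upward at a resolution of 0.8 (median 0.04, mean 0.33) and without s003 (median -0.03, mean 0.20). The sum of log-normalized values over the proliferation and migration list, per cell, was lower by 0.383 in these clusters in s001 and higher by 2.69 in s002, 0.907 in s003 and 4.17 in s004. In cells thinned to the same number of counts it was higher in all 4 libraries, by 0.135, 2.75, 0.966 and 4.53 in s001 to s004. These clusters held 57, 31, 6 and 8 thinned cells in s001 to s004. Before thinning, cluster 6 gave 53 of their 72 cells in s001, and cluster 11 gave 21 of 33 in s002. The libraries thus compare different clusters. The sum over the cell cycle list, these clusters minus the others, differed by 0.125, 0.294, -0.924 and -1.53 in s001 to s004, and in thinned cells by 0.265, -0.170, -2.10 and -0.972. Between labels over all EC, the median log2 fold change was 0.0036 for 70 proliferation and migration genes (camera adjusted p = 0.350, 1 gene passing over the list alone) and -0.04 for 43 cell cycle genes (adjusted p = 0.350, 0 passing over the list alone and 2 at an unadjusted p below 0.05). *Mki67* had 6 counts in s001, 12 in s002, 8 in s003 and 14 in s004, with a log2 fold change of -0.45 (SE 0.52, edgeR adjusted p = 0.944). *Pcna* had a log2 fold change of -0.44 (SE 0.22, edgeR adjusted p = 0.921).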

**Fig. 5.**
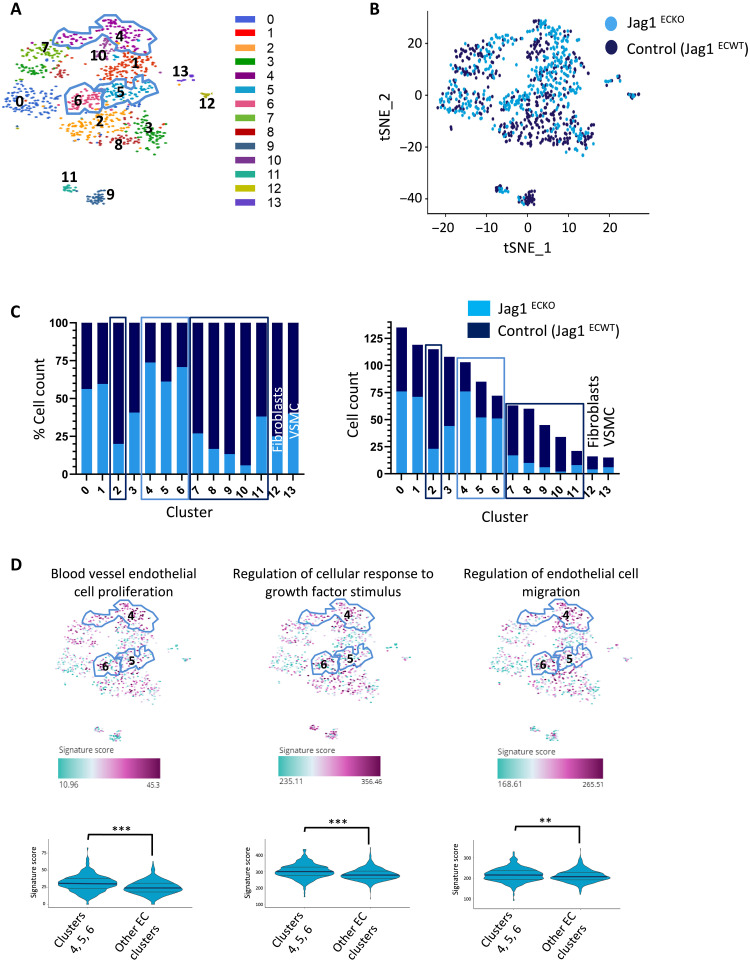
scRNA-seq analysis of *Jag1*-regulated endothelial heterogeneity. Aortas from *Jag1^ECKO^* and control mice were analyzed by FACS of CD31^+^ CD45^−^ cells coupled to scRNA-seq. (**A**) t-SNE representation of single-cell transcriptomes from Jag1^ECKO^ and control mice colored by cluster assignment. Clusters were identified using unbiased hierarchical clustering. (**B**) t-SNE showing the cell contribution of Jag1^ECKO^ and control mice to each subpopulation. (**C**) Bar graph showing the cell distribution of Jag1^ECKO^ and control mice across cell clusters, by percentage (left) and number of cells (right). Clusters 4 to 6 are largely composed of ECs derived from Jag1^ECKO^ mice, whereas cluster 2 and 7 to 11 are mainly composed of ECs derived from control mice. (**D**) Representation of enriched GO pathways on the t-SNE map. An overall score summarizing the expression of genes in each GO pathway is calculated for every cell in the scRNA-seq dataset. Differences between means were calculated using a Wilcoxon signed-rank test.

We next analyzed JAG1 function in HCAEC exposed to LOSS in vitro. Bulk RNA-seq revealed that 859 genes were significantly altered by inhibition of JAG1, and functional annotation using Database for Annotation, Visualization and Integrated Discovery (DAVID) found that the most highly enriched GO terms centered around cell division processes and cytokinesis/migration (Fig. 6, A to C). Thus, the combination of bulk RNA-seq analysis of cultured human cellular models and scRNA-seq analysis of murine EC identified JAG1 as regulator of EC proliferation. We substantiated this link by demonstrating that HCAEC proliferation and migration under LOSS are significantly enhanced by inhibition of the JAG1-NOTCH4 pathway using either gene silencing or activity-blocking antibodies (Fig. 6, D and E, and figs. S13, S14A, and S15). Moreover, the pan-Notch inhibitor *N*-[*N*-(3,5-difluorophenacetyl)-l-alanyl]-*S*-phenylglycine *t*-butyl ester(DAPT) enhanced the proliferation of HCAEC exposed to LOSS (fig. S14B), and this correlated with reduced levels of JAG1, whereas DLL4 was unaltered (fig. S14C), thereby further substantiating the link between JAG1, Notch, and proliferation under disturbed flow. Similarly, deletion of *Jag1* caused increased EC proliferation at a region of the mouse aorta exposed to LOSS (Fig. 6F) but did not influence EC proliferation at a region exposed to HSS (fig. S16). We conclude that the JAG1-NOTCH4 pathway suppresses proliferation and migration under disturbed flow. To investigate whether the effects of JAG1 were cell autonomous, we analyzed whether *JAG1*-silenced cells (unlabeled) can influence the proliferation of cocultured cells that were labeled with CellTracker. Proliferation was significantly enhanced in both labeled bystander cells and unlabeled *JAG1* small interfering RNA (siRNA)–treated cells compared to controls (fig. S17), revealing that JAG1 drives proliferation via a non–cell-autonomous mechanism. This effect was not recapitulated using conditioned medium from JAG1-inhibited cultures, indicating that soluble factors are not sufficient and the mechanism likely involves cell-to-cell contact. In summary, JAG1-NOTCH4 sensing of LOSS enhances disease susceptibility by altering EC heterogeneity to suppress EC subsets that control proliferation and migration.

**Fig. 6.**
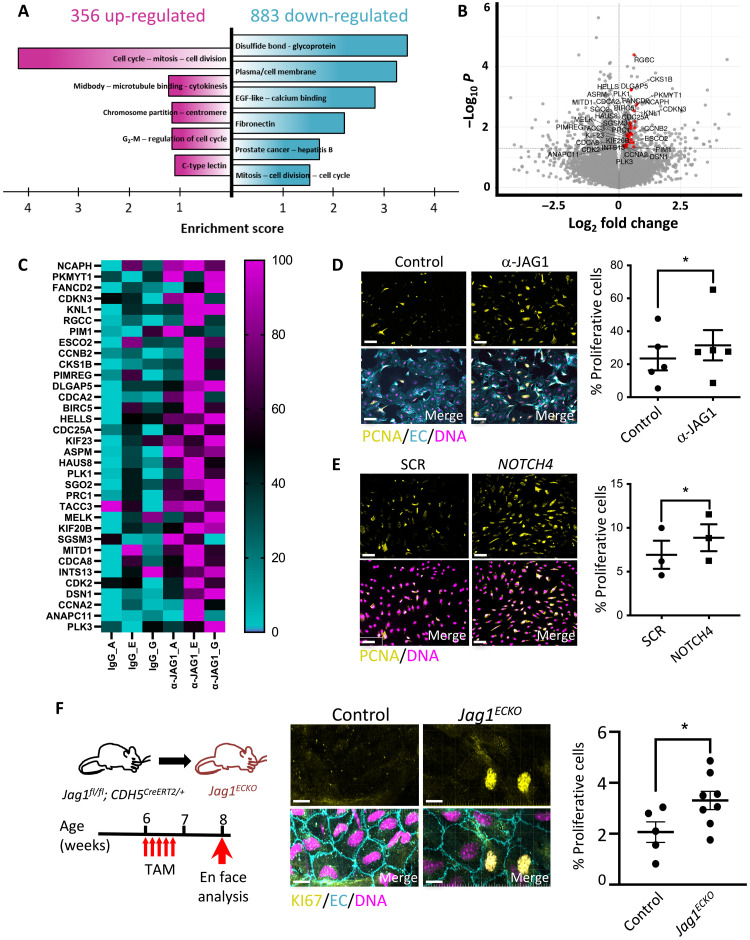
JAG1 activation by LOSS leads to inhibition of endothelial repair. (**A** to **C**) HCAECs were exposed to LOSS and treated with α-JAG1 blocking antibody or control isotype-matched antibodies for 48 hours before bulk RNA-seq. (A) Functional annotation clustering of the genes up-regulated (in magenta) and down-regulated (in cyan) in response to α-JAG1 (*P* < 0.05) using DAVID. Clusters with the highest enrichment score are shown. EGF, epidermal growth factor. (B) Genes associated with cell cycle are up-regulated following blockade with α-JAG1. Volcano plot displaying differentially expressed genes between JAG1 blockade and control samples. The *y* axis is the mean expression value of −log_10_ (*P* value), and the *x* axis displays the log_2_ fold change value. Significantly differentially expressed genes with a functional enrichment for the cell cycle are labeled and highlighted in red. (C) Heatmap showing the expression of proliferation-associated genes. Gene expression levels were normalized so that the highest expression is set to 100% and the lowest expression to 0 (*n* = 3). HCAECs were treated with α-JAG1 blocking antibody or control isotype-matched antibodies (*n* = 5) (**D**) or were treated with *NOTCH4* siRNA or with scrambled nontargeting sequences (SCR; *n* = 3) (**E**). Cultures were exposed to LOSS for 72 hours, and proliferation was quantified by immunofluorescence staining using antibodies against proliferating cell nuclear antigen (PCNA) (yellow). Differences between means were analyzed using paired *t* tests. Scale bars, 50 μm. (**F**) EC proliferation at an LOSS region of the aorta (inner curvature of arch) was quantified in control (*n* = 5) versus *Jag1^ECKO^* (*n* = 8) mice 2 weeks after tamoxifen injection by en face immunostaining using antibodies against Ki67 (yellow). Endothelium was costained (anti-CDH5; EC; cyan), and nuclei were detected using 4′,6-diamidino-2-phenylindole (DNA; magenta). Representative images are shown. The proportion of proliferative Ki67-positive cells (center) and the average total cell count per field of view (right) were calculated. Differences between means were analyzed using unpaired *t* test. Scale bars, 10 μm.

## DISCUSSION

### JAG1/NOTCH4 mechanosensing in focal atherosclerosis

There is intense interest in the pathways that sense and respond to mechanical shearing forces in arteries because they are fundamental determinants of atherosclerosis, which is a major cause of worldwide death through heart attack and stroke (*1*). Here, we report that JAG1/NOTCH4 is a mechanosensitive pathway that promotes atherogenesis by suppressing reparative EC subsets.

Atherosclerosis develops at regions of arteries that are exposed to LOSS, whereas HSS regions are protected. Sensing of mechanical force is fundamental to the Notch signaling mechanism (*14*), and activation of Notch by shear stress is required for arterial differentiation (*15*, *29*, *30*), cardiac morphogenesis (*31*, *32*), and valve formation (*33*). Recent studies found that NOTCH1 is activated by HSS in adult arteries, and this pathway is a key regulator of adherens junctions and vascular permeability (*16*) and protects arteries from atherosclerosis (*17*). While physiological HSS is known to signal through NOTCH1 (*16*, *17*, *34*), here, we show that disease-causing LOSS signals via a JAG1-NOTCH4 pathway to promote atherosclerosis (Fig. 7). Our conclusion is based on the following observations: (i) JAG1 and NOTCH4 were exclusively enriched at LOSS regions of the aorta and were induced by LOSS in experimental flow–modified arteries, (ii) LOSS induces the expression of *NOTCH4* and *JAG1* and activates JAG1-NOTCH4 signaling in cultured EC, (iii) JAG1-NOTCH4 signaling represses EC subsets involved in vascular repair, and (iv) inducible deletion of *Jag1* from murine EC reduced atherosclerosis at the aortic arch that contains a LOSS region. It remains to be determined whether NOTCH4 signaling responds to LOSS directly, i.e., mechanical force transduction through the Notch receptor and/or ligand, or whether the response is indirect involving other mechanoreceptors (*35*), and further work is required to discriminate between these possibilities. We conclude that the Notch pathway is fundamental in controlling the spatial organization of atherosclerosis.

**Fig. 7.**
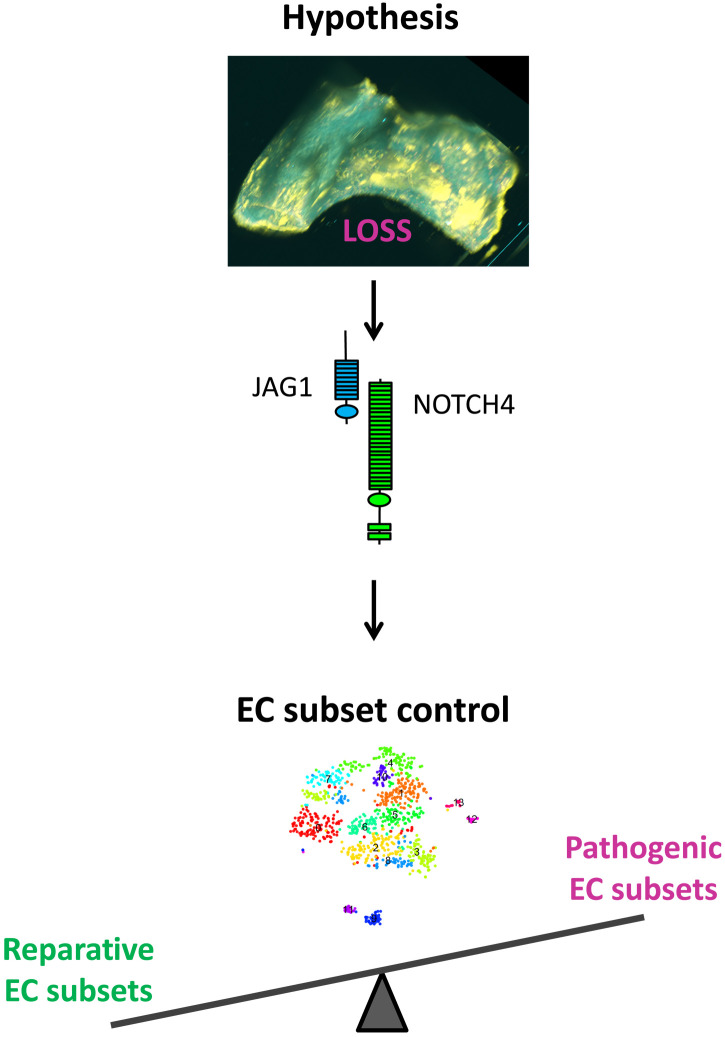
Hypothesis for JAG1-NOTCH4 control of reparative endothelial subsets in atherosclerosis. We hypothesize that LOSS activates JAG1-NOTCH4 signaling, which promotes atherosclerosis by altering the balance of reparative and pathogenic EC subsets.

Our observations are consistent with previous findings that Notch receptors and ligands are expressed in plaques (*36*, *37*) and that global inhibition of Notch components can influence atherosclerosis in murine models (*36*, *38*, *39*). The function of Notch pathways varies considerably according to cellular context with tissue-specific deletion of Notch receptors and ligands, revealing roles in multiple vascular cell types including macrophages (*40*) and VSMCs (*41*). Here, we demonstrate that endothelial JAG1-NOTCH4 signaling is an essential driver of atherosclerosis specifically at sites of LOSS. The corollary is that therapeutic targeting of endothelial JAG1/NOTCH4 signaling in EC may provide a novel treatment strategy to prevent or treat atherosclerosis.

### Jag1 suppresses endothelial reparative subsets

To elucidate the mechanism of *Jag1*-dependent atherosclerosis, we carried out scRNA-seq in endothelial-specific *Jag1* knockout mice and found that Jag1 controls EC heterogeneity and represses endothelial subsets involved in proliferation and migration. Our study builds on previous reports of considerable EC heterogeneity in murine arteries (*27*, *28*, *42*, *43*) including the observations of Andueza *et al.* (*44*) who found that shear stress has a major effect on EC subsets. Here, we show that the Notch pathway, and in particular JAG1 signaling, is responsible for controlling EC subset plasticity. 

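With the library as the replicate, edgeR's quasi-likelihood test on the number of cells per EC cluster called 0 of 13 clusters at an adjusted p below 0.05 between libraries labelled *Jag1 ECKO* and *Jag1 ECWT*. At an unadjusted p below 0.05 it gave 1, cluster 6, with a log2 change of 2.86 (adjusted p = 0.531). The limma test on logit shares also called 0. Without s002 edgeR called 1 cluster, with an adjusted p of 0.0489, and without any other library 0. In cells drawn by simulation with 3 clusters raised 3-fold, the test recovered 57.3% of the raised clusters, and that simulation held no variation between libraries beyond counting. Over all EC, edgeR called 0 of 9485 genes between labels, with 416 at an unadjusted p below 0.05; DESeq2 called 0, with 102. Without s001 edgeR called 156 genes and without s002 143, in fits where the lone library of a label is assumed to vary like the others.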

*Jag1* deletion had a major disruptive effect on EC heterogeneity by altering the prevalence of 9 of 11 EC subsets identified.

To further understand the mechanism of atherosclerosis, we next focused on three subsets that were enriched in *Jag1* endothelial knockouts and found that they were enriched for transcripts regulating proliferation and migration, suggesting that Jag1 represses EC involved in these processes. This observation was validated experimentally by demonstrating that JAG1 and *NOTCH4* are negative regulators of proliferation and migration in EC exposed to LOSS. It is accepted that EC proliferation is enhanced at sites of LOSS; however, this process has been implicated in atheroprotection (*45*) and atherogenesis (*46*, *47*). Thus, we propose that EC proliferation at the LOSS regions is a “double-edged sword.” Endothelium at the LOSS region is continually damaged by apoptosis, and therefore, proliferation is needed for vascular repair. Consistently, Schober *et al.* (*45*) showed that deletion of miR-126-5p, a microRNA that promotes cell proliferation, blocked EC repair in response to injury, and it also led to increased atherosclerotic development in miR126/ApoE double-knockout mice. Therefore, this study suggests that EC proliferation at low-shear regions is atheroprotective, as proliferative cells replace dead or lost cells after injury. Moreover, atherosclerosis at sites of LOSS is enhanced by senescence (irreversible cell cycle arrest) of EC, therefore implying that EC proliferation can have a protective role (*48*). On the other hand, excessive proliferation at LOSS regions can promote disease by increasing lipoprotein accumulation in arteries (*46*, *47*). The divergent effects of EC proliferation on atherogenesis and atheroprotection can be reconciled by the heterogeneous nature of arterial endothelium, i.e., some endothelial subsets may proliferate to repair vessels, whereas other subsets are characterized by excessive proliferation and lipid accumulation. We therefore hypothesize that JAG1 promotes atherosclerosis by suppressing specific EC subsets that are important for vascular repair (Fig. 7).

In summary, JAG1-NOTCH4 sensing of LOSS promotes atherosclerosis by altering EC heterogeneity, and we hypothesize that this pathway suppresses subsets that are responsible for vascular repair. These data demonstrate a fundamental role for JAG1-NOTCH4 in sensing disease-priming LOSS and suggest that therapeutic targeting of JAG1-NOTCH4 could be a novel treatment strategy to enhance reparative EC subsets to prevent or treat atherosclerosis.

### Limitations of the study

An inherent limitation of scRNA-seq is the loss of spatial information as the single cells are put into suspension; hence, further work is needed to understand the location of EC subsets in relation to shear stress. Cultured human cells and murine arteries do not exactly replicate the physiology of human arteries, and therefore, further work is required to translate these observations to human disease.

## MATERIALS AND METHODS

### Experimental design

Mice were bred so that *Jag1* could be deleted conditionally in EC of adults. This system was used to analyze the effects of *Jag1* deletion on (i) EC physiology assessed by scRNA-seq and en face staining coupled to confocal microscopy and (ii) atherosclerotic lesion formation measured by Oil Red O staining in hyperlipidemic mice. The expression pattern of Notch ligands and receptors was measured at HSS and LOSS regions of porcine arteries by qRT-PCR. The expression pattern of JAG1 and NOTCH4 was analyzed in diseased and healthy mouse arteries by light-sheet microscopy and by en face staining coupled to confocal microscopy. To assess directly whether flow regulates the Notch pathway, human ECs were cultured, and flow was applied using a pump before measurement of Notch components by qRT-PCR and immunoblotting. The function of JAG1 and NOTCH4 in cultured EC was analyzed by inhibiting them using either blocking antibodies or siRNA.

### Mice

Mice with inducible deletion of *Jag1* in EC were generated by crossing *Jag1^fl/fl^* (*49*) mice with *CDH5^Cre-ERT2^* mice (*50*). All mice were on a C57BL/6J background. PCR primers used for genotyping are described in table S1. To activate Cre, tamoxifen (Sigma-Aldrich) in corn oil was administered intraperitoneally for five consecutive days (2 mg per mouse per day). Two weeks after the first injection of tamoxifen, hypercholesterolemia was induced by intraperitoneal injection of adeno-associated virus containing a gain-of-function mutated version of the proprotein convertase subtilisin/kexin type 9 (rAAV8-D377Y-mPCSK9) gene (Vector Core, North Carolina), followed by a high-fat diet (829100, SDS UK) for 6 weeks as previously described(*51*). Constrictive cuffs were applied to the right carotid artery of anesthetized C57BL/6 mice as described previously (*22*). C57BL/6 and transgenic mice were housed under specific pathogen–free conditions. Animal care and experimental procedures were carried out under licenses issued by the U.K. Home Office, and local ethical committee approval was obtained. All animal procedures conformed to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and to Institutional Animal Care and Use Committee guidelines. Male mice between 1.5 and 3 months of age were used for experimentation.

### Endothelial RNA extraction

RNA was extracted from aortic EC using the QIAzol flushing method as described (*52*).

### Atherosclerosis plaque analysis

Mice were euthanized and perfused-fixed with phosphate-buffered saline (PBS), followed by 4% paraformaldehyde (PFA). The aorta was dissected, gently cleaned of adventitial tissue, and stained with Oil Red O (Sigma-Aldrich). The surface lesion area was analyzed using NIS elements analysis software (Nikon, NY). For analysis of aortic root sections, the upper portion of the hearts was dissected horizontally at the level of the atria and placed in 30% sucrose for 24 hours before embedding in optical cutting temperature. Serial 7-μm sections were processed for staining with Mayer’s hematoxylin. NIS elements analysis software (Nikon, NY) was used to calculate the total lesion area.

### Plasma lipid measurements

Blood samples were collected by terminal cardiac puncture, and plasma was separated by centrifugation for further analysis using a cobas analyzer (total plasma cholesterol, non–high-density lipoprotein cholesterol, and triglycerides).

### En face staining of murine endothelium

The expression levels of specific proteins were assessed in EC at regions of the inner curvature (LOSS site) and outer curvature (HSS site) of murine aortae, descending aorta (HSS site), or in carotid arteries by en face staining. Animals were euthanized by intraperitoneal injection of pentobarbital, and aortae were perfused in situ with PBS and then perfusion-fixed with 4% PFA before harvesting. Fixed aortae were tested by immunostaining using specific primary antibodies (table S2). ECs were identified by costaining using anti-CDH5 or anti-CD31 antibodies. Nuclei were identified using TO-PRO-3. Stained vessels were mounted before visualization of endothelial surfaces en face using confocal microscopy (Olympus SZ1000 confocal inverted microscope). The expression of particular proteins at each site was assessed by quantification of the mean fluorescence intensities with SEM.

### Tissue clearing and light-sheet microscopy

Murine aortas were optically cleared using the CUBIC method adapted from Susaki *et al.* (*53*). Samples were immersed in 50% CUBIC-1 solution (25% urea, 25% Quadrol, and 15% of Triton X-100) for 3 hours and then in fresh 50% CUBIC-1 solution for 16 hours. Samples were then washed using PBS and incubated with 50% CUBIC-2 solution (25% urea, 50% sucrose, and 10% triethanolamine) for 16 hours. The cleared samples were incubated with specific primary antibodies (table S2), and ECs were identified by costaining using anti-CDH5 antibodies. Stained vessels were mounted in 10% agarose gel and analyzed by light-sheet microscopy (Zeiss Light-sheet Z.1).

### Tissue processing and FACS for scRNA-seq

The left ventricle of the murine heart was perfused with heparin sodium (20 U/ml) in PBS. Aortas from age- and sex-matched *Jag1^ECKO^* and control mice (*Jag1^fl/fl^* *Cdh5^+/+^*) were dissected from the aortic root to below the iliac artery. After removing fat and connective tissue, aortas were transferred into ice-cold PBS. To generate single-cell suspensions, the isolated aorta was incubated in collagenase type I (450 U/ml), collagenase type XI (125 U/ml), hyaluronidase type 1-s (60 U/ml), deoxyribonuclease I (60 U/ml), and elastase (0.5 mg/ml) in PBS for 10 min at 37°C to allow for the separation of the adventitia cell layer. After removing the adventitia, tissue was divided into 2-mm pieces and further incubated in the enzymatic solution for 1 hour at 37°C to produce a single-cell suspension. The cell suspension was then filtered through a 40-μm cell strainer, washed, and resuspended in 1% bovine serum albumin (BSA)–PBS. For the remainder of the procedure, cells were kept on ice. Single-cell suspensions were incubated for 5 to 10 min with TruStain FcX (anti-mouse CD16/32) antibody to block nonspecific binding of immunoglobulin to Fc receptors, before staining with allophycocyanin-conjugated anti-CD45 and Alexa Fluor 488–conjugated anti-CD31. To exclude dead cells, samples were stained with TO-PRO-3. Stained aortic cells were washed with 1% BSA-PBS buffer before analysis, and CD31^+^, CD45^−^, and TO-PRO-3^−^ cells were sorted into 384-well plates containing reverse transcription primers, deoxyribonucleotide triphosphates, External RNA Controls Consortium (ERCC) RNA Spike-Ins, and mineral oil using a BDFACSMelody cell sorter (BD Biosciences). Plates containing capture cells were immediately stored at −80°C before sequencing.

### Single-cell RNA sequencing

scRNA-seq libraries were generated using the SORT-seq protocol (*54*), a partially robotized method based on the CEL-Seq2 protocol (*55*). Briefly, single cells were lysed at 65°C for 5 min, and second-strand mixers and reverse transcriptase were then added to the wells using the Nanodrop II liquid handling platform (GC Biotech). After reverse-transcribing the mRNA of each cell, double-stranded complementary DNAs (cDNAs) from single cells were pooled, and in vitro transcription was performed for linear amplification, which resulted in amplified RNA. TruSeq small RNA primers (Illumina) were used to prepare the Illumina sequencing libraries, and these DNA libraries were then sequenced paired-end at 75–base pair read length using the Illumina NextSeq (performed commercially by Single Cell Discoveries, Utrecht, The Netherlands). Both the RNA yield of the amplified RNA and the quality and concentration of the final cDNA libraries were assessed by Bioanalyzer (Agilent).

### Bioinformatics

Reads from Illumina sequencing were aligned to the GRCm38 mouse genome using STAR. Single-cell transcriptomes generated using SORT-seq were filtered by requiring the total number of genes detected per cell to be more than 1200. 

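More than 1200 genes were detected in 824 of the deposited cells, and 167 had fewer. By library, 202 cells passed in s001, 236 in s002, 140 in s003 and 246 in s004, which is 74.3, 86.4, 84.8 and 87.5% of those deposited.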

The percentage of reads mapping to ERCC controls was below 35%. Data were not filtered according to mitochondrial reads, which were negligible (minimum, 0.3%; median, 0.9%; maximum, 11.0%). 

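In the deposited table the 13 mitochondrial genes took a median of 4.21% of the estimated transcripts per cell among cells with more than 1200 genes, with a lowest value of 0.830% and a highest of 34.0%. The library medians were 4.60% in s001, 3.08% in s002, 4.39% in s003 and 4.43% in s004. Over all deposited cells the median was 4.47% and the highest 41.3%. These are shares of estimated transcripts, not of reads.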

After filtering count data and selecting high-quality single cells, the data were normalized, and the top 2000 highly variable genes in our dataset were selected and used for principal components analysis. The first 12 principal components were retained on the basis of their contribution to overall variability and used for downstream analysis (dimensional reduction and clustering). Dimensional reduction and clustering of our scRNA-seq dataset were performed using the R package Seurat (v3.1). Differential expression analysis was performed between clusters, and marker genes for each cluster were determined with the Wilcoxon rank sum test with *P* < 0.001 and a minimum log fold change threshold of 0.25 using Seurat and BBrowser (version 2.10.10). Differential expression analysis, heatmaps of gene expression embedded on hierarchical clustering, t-distributed stochastic neighbor embedding (t-SNE) representations showing the expression of defined genesets/GO pathways, and expression of single transcripts on the t-SNE embedding were performed using the software BBrowser (version 2.10.10). t-SNE representation of the expression of defined GO pathways shows the signature score, which indicates the sum of all features in each GO pathway.

### Isolation of EC from porcine aortae

Pig aortas from 4- to 6-month-old animals were obtained immediately after slaughter from a local abattoir. They were cut longitudinally along the outer curvature to expose the lumen. ECs exposed to high (=outer curvature) or low (=inner curvature) wall shear stress (WSS) were harvested using collagenase (1 mg/ml for 10 min at room temperature) before gentle scraping.

### EC culture and exposure to WSS

HCAECs were purchased from PromoCell and cultured according to the manufacturer’s recommendations. Experiments were performed using cells from multiple donors that were not pooled. HCAECs at passages 3 to 5 were seeded onto gelatin-coated ibidi μ-Slides I^0.4^ (Luer ibiTreat, ibidi) and used when fully confluent. Flowing medium was then applied using the ibidi pump system to generate high (13 dyne/cm^2^) or low oscillatory WSS. For low oscillatory WSS, HCAECs were exposed to a repeated cycle of 2 hours of oscillatory flow (±4 dyne/cm^2^, 0.5 Hz), followed by 10 min of unidirectional flow (+4 dyne/cm^2^), to ensure redistribution of nutrients (*56*). The slides and pump apparatus were placed in a cell culture incubator at 37°C.Inhibition of Notch activity was performed by the addition of DAPT (50 μM; Calbiochem) or blocking antibodies for Notch ligands (10 μg/ml; anti-JAG1 or anti-DLL4) (table S2). Humanized phage antibody YW152F targeting DLL4 (*7*) was provided by Genentech.

### Gene silencing

HCAEC cultures were transfected with siRNA sequences that are known to silence *NOTCH4* (L-011883-00, Dharmacon) or *JAG1* (L-011060-00, Dharmacon) using the Lipofectamine RNAiMAX transfection system (13778-150, Invitrogen), following the manufacturer’s instructions. Nontargeting scrambled sequences were used as a control (D-001810-01-50 ON-TARGETplus Non-targeting siRNA#1, Dharmacon).

### Real-time PCR and RNA-seq

RNA was extracted using the RNeasy Mini Kit (74104, QIAGEN) and reverse-transcribed into cDNA using the iScript cDNA synthesis kit (1708891, Bio-Rad). qRT-PCR was used to assess the levels of transcripts with gene-specific primers (table S3). Reactions were prepared using SsoAdvanced Universal SYBR Green supermix (172-5271, Bio-Rad) and following the manufacturer’s instructions and were performed in triplicate. Expression values were normalized against the housekeeping gene (mouse *Tbp*, human *HPRT*, or porcine *B2M*). Data were pooled from at least three independent donors, and mean values were calculated with SEM. For RNA-seq, the purity and integrity of total RNA samples isolated from HCAEC were assessed using a Bioanalyzer (Agilent), and high-quality samples from HCAEC donors were used to prepare RNA-seq libraries that were sequenced on an Illumina HiSeq platform yielding 20 million reads per sample. Library preparation and cDNA sequencing were performed by Novogene. Fastq samples were processed using the RNA-seq pipeline implemented in the bcbio-nextgen project https://bcbio-nextgen.readthedocs.io/en/latest/. After quality control checking using fastQC, RNA-seq reads were aligned to the human reference genome (assembly GRCh37/hg19) using STAR (*57*) with the default parameters. FeatureCounts (*58*) was used to create a matrix of mapped reads per Ensembl annotated gene. Differential gene expression was performed using the DESeq2 R package (*59*). Functional enrichments for protein-coding genes with *P* < 0.05 and log_2_ fold change > 0 were calculated using DAVID (*60*) using the total genes present as a background set.

### Immunofluorescent staining of cultured EC

HCAECs were fixed with PFA (4%) and permeabilized with Triton X-100 (0.1%). Following blocking with goat serum for 30 min, monolayers were incubated for 16 hours with primary antibodies against proliferating cell nuclear antigen (PCNA; proliferation marker) and CDH5 (endothelial marker) (table S2) and Alexa Fluor 488– or Alexa Fluor 568–conjugated secondary antibodies. Nuclei were identified using 4′,6-diamidino-2-phenylindole (Sigma-Aldrich). Images were taken with a widefield fluorescence microscope (DMI4000B, Leica) and analyzed using ImageJ software (1.49p) to calculate the frequency of positive cells. Isotype controls or omission of the primary antibody was used to control for nonspecific staining.

### Immunoblotting

Total cell lysates were isolated using lysis buffer (containing 2% SDS, 10% glycerol, and 5% β-mercaptoethanol). Primary antibodies used and concentrations are described in table S2. Horseradish peroxidase–conjugated secondary antibodies (Dako) and chemiluminescent detection were carried out using ECL Prime (GE Healthcare). Membranes were imaged using the Gel Doc XR+ system (Bio-Rad).

### In vitro migration assay

HCAECs were cultured until confluent in six-well plates and exposed to LOSS using an orbital shaking platform housed inside a cell culture incubator and rotating at 210 rpm. This system generated LOSS (approximately 5 dyne/cm^2^) with rapid variations in direction at the center. After 3 days of culture under these conditions, wounds were created on confluent HCAEC monolayers using a pipette tip. Cell migration was monitored by brightfield microscopy, and the distance migrated and wound width (gap width) were calculated.

### Cell tracking

HCAECs were incubated with CellTracker Red CMTPX dye (Invitrogen, #C34552) for 30 min. The next morning, the cells were used for experimentation.

### Statistical analysis

Data are presented as mean values ± SEM. Statistical analysis was performed with GraphPad Prism software. The degree of significance is as follows: *P < 0.05; **P < 0.01; ***P < 0.001. The test performed is indicated in the figure legend.

How the deposited data were processed for this re-analysis (not part of the article)

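The data are single-cell RNA profiles of CD31-sorted cells from mouse aortas, in 4 libraries, 2 labelled *Jag1 ECKO* and 2 labelled *Jag1 ECWT*. The authors sorted single cells into plates of 384 wells, made SORT-seq libraries, aligned the reads to GRCm38 with STAR and deposited estimated counts of transcripts per gene and cell. Each estimated count is a number of UMIs corrected for chance repeats of the same UMI; solving that correction gave whole UMI numbers to within 3.6e-12. The highest value, 7264.82 for *Rn45s*, stands for 3401 UMIs. The values were not normalized between cells. The version of STAR and the counting tool are not stated in the paper's text. All columns were matched to a library by the name they share with its label.

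Estimated counts were rounded to whole numbers before any count test. Cells with more than 1200 genes were kept. They were clustered with Seurat 5.3.0 in R 4.3.3 (log-normalized counts, 2000 variable genes, 12 principal components) at the lowest resolution that gave 14 clusters. Marker genes of each cell type were fixed before the data were examined. The thresholds were set after seeing the clusters. A marker counted at 3 times its level in other cells after adding 20 CPM, 6 or more fibroblast and VSMC markers made a cluster fibroblast/VSMC-like, and 7 or more EC markers above 0.333 of their mean over all cells made it EC-like. A cluster was described as led by dissociation genes when 5 or more of its 20 top genes were on that list. No doublet caller was run.

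Counts were summed over EC per library and tested with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment) on the 2 libraries of each label. DESeq2 1.42.0 was an alternative. Gene lists were tested with camera in limma 3.58.1 with a correlation of 0.01 between genes, adjusted over the 4 lists tested in EC, beside fry and camera with an estimated correlation. The lists hold 96 cell cycle, 89 proliferation and migration, 20 Notch target and 35 dissociation response genes listed in the table. Over EC, Notch target genes had a median log2 fold change of -0.10 and a mean of 0.03 over 15 genes, with a downward camera test (adjusted p = 0.768), and adjusted over the list alone 1 gene passed, *Jag1*. Dissociation genes had a median of 0.24 over 33 genes (camera adjusted p = 8.52e-04), a call that did not hold under fry or an estimated correlation. Adjusted over the list alone 0 of them passed, with 6 at an unadjusted p below 0.05. None of the other lists of these 4 passed 0.05 by camera. Cells per EC cluster were tested with edgeR on the numbers of cells per library.

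The steps were tested on simulated data. With 200 of 9234 genes changed, edgeR recovered 26.8% of genes changed by 1 and 92.6% of those changed by 2 on the log2 scale at an adjusted p below 0.05, and called 4 unchanged genes; with nothing changed it called 0 and gave 4.88% of genes at an unadjusted p below 0.05. These draws used 1 dispersion for all genes, and each was made only 1 time. The changed genes were taken only from those above a minimum level, so recovery of genes below it was not measured. For clusters, 9.8% of those not raised were called. Their shares fall when others rise, but this was not separated from false calls of the test itself.

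Genes named in the text are those the paper names for this experiment or as Notch components, Ki67 and PCNA, the genes labelling Fig. 4B, members of the gene lists, and the largest changes past the threshold, of which there were none. *Nr2f2*, *Lrg1*, *Fabp4*, *Igfbp3*, *Alas2*, *Rn45s* and the haemoglobin gene listed as *Beta-s* were named after their values were seen, except where they are cell type markers. Cells of different depth were compared after thinning each EC to 2833 counts, which kept 714 of 794 EC. Alternatives fixed before the data were examined changed the gene minimum, resolution, clustering method, principal components, seed, integration, high-count cells, scaling, low-count filter, cells, depth, tool and gene list, and left out each library in turn. Those added after seeing the data used all deposited cells, cells thinned before clustering, clustering without dissociation genes, recovered UMI numbers, data without *Rn45s* and mitochondrial genes, EC outside the cluster led by dissociation genes, the Notch list without *Jag1*, and exchanged labels. Reactome lists came from fgsea 1.28.0, with 390 of 412 and 99 of 100 gene numbers matched. Gene positions are from GENCODE on GRCm38. Figures were drawn with matplotlib 3.10.9.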

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

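The tests below of genotype and handling for the dissociation cluster, and both tests for *Beta-s*, were chosen after the result was seen; the test of depth was written before its value was computed.

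Cluster 6 of the EC was led by genes of the response to enzymatic dissociation (*Nr4a1*, *Junb*, *Dusp1*, *Ier2*, *Egr1*), a set the paper does not discuss. *Beta-s*, a haemoglobin gene with counts in s001 alone that is described below, was also among its top genes. The cluster held 27.3% of the EC of library s001, above the 2.19 and 1.67% of the libraries labelled *Jag1 ECWT*. The share depends on the clustering. It was 12.5% with all deposited cells and 7.73% when clustered without the genes differing between labels, and 30.4% after thinning. No such cluster was found by hierarchical clustering, with the libraries integrated, or with all deposited cells at resolution 0.8. The other library labelled *Jag1 ECKO* held 1.34%, which argues against the labelled genotype as the cause. Lower depth of s001 is argued against by clustering after thinning, where a cluster led by the same list was found and 88.9% of its cells came from s001. Dissociation genes were higher in s001 than in the other 3 libraries, with a median log2 difference of 0.44 (28 of 34 genes higher). This describes the same observation in another way and sets 1 library against 3, so it is no test of handling. Handling of this library and a difference of the animal behind it cannot be told apart, because each preparation is 1 library; both stay open, and a biological difference of the animal was not tested.

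The haemoglobin beta gene that the table lists as *Beta-s* (current symbol *Hbb-bs*, chromosome 7 of GRCm38, 103826534 to 103828096, minus strand) had counts in 20.2% of the deposited cells of s001 and in none of the other libraries, where 0 of 273, 165 and 281 cells allow shares of up to 1.10, 1.82 and 1.07%. A single cell held 92.0% of its 1198 counts, together with 9 of the 10 *Alas2* counts of s001, which is consistent with a red blood cell among the sorted cells. The other 54 cells had 1.78 counts on average, 41 of them 1 count. Reads given to the wrong well of the plate may have brought these, but free RNA in the suspension would look alike, so the sources cannot be told apart here. No biological explanation was tested.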

How the results depend on the processing

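The alternatives on all deposited cells, thinning before clustering, clustering without dissociation genes, recovered UMI numbers, *Rn45s*, the cluster led by dissociation genes, the Notch list without *Jag1*, exchanged labels and seeds for the number of clusters were chosen after seeing the data. Unless a value or the setting itself shows it, the cause was not tested. Alternatives based on spike-in counts were not run because the genes listed hold no spike-in. No paired analysis was possible because the labels and the paper give no pairing of the libraries.

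The number of cells passing was 894 with more than 1000 genes, 671 with more than 1500 and 991 without a minimum, by construction; the mean genes per cell moved by less than the spread of the libraries in all 3. The number of clusters fell from 14 to 9 at resolution 0.8.

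The count of EC clusters called between labels was 0 under every alternative except those that leave out a library, where it ranged from 0 to 1 (1 without s002). Between-label minus within-label distance was -1.79 points and turned positive at resolution 0.8 (3.50), without high-count cells (1.42) and with all deposited cells (0.43), and ranged from -13.3 to 23.4 with each library left out. Because s001 stands apart from the other 3 libraries, leaving out s002 leaves only s001 under its label.

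*Jag1* was higher in the libraries labelled *Jag1 ECKO* under every alternative. Among the settings that keep every library, the adjusted p passed 0.05 only without a low-count filter (log2 fold change 2.06). With a library left out, which leaves 1 under its label, the log2 fold change ranged from 1.44 to 2.50. The edgeR adjusted p of *Jag1* ranged from 7.81e-10 to 0.921 over the settings that keep every library. The number of genes called by edgeR was 0, 67 without a low-count filter (33 higher and 34 lower), and from 0 to 156 with a library left out (156 without s001, 143 without s002, 0 without s003 and 1 without s004). Under DESeq2 it was 0, with 102 genes at an unadjusted p below 0.05, against 416 by edgeR.

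For gene lists in EC the direction is that of the camera test, which can differ in sign from the median given. Cell cycle genes turned upward with thinned cells (0.016). Notch target genes turned upward without a low-count filter (-0.088) and over all cells passing (-0.091), and their median ranged from -0.26 to 0.068 with a library left out. Proliferation and migration genes ranged from -0.041 to 0.13, downward without s001 and past 0.05 without s002 (adjusted p = 0.0273). Dissociation genes ranged from 0.036 to 0.52 and no longer passed without s001 (adjusted p = 0.598). By fry, unadjusted, the lists in EC that passed 0.05 were cell cycle genes without s001, downward, and dissociation genes without s002, upward.

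In the clusters highest in cells labelled *Jag1 ECKO*, neither list passed 0.05 by camera after adjustment over the 2 lists under any alternative. Before that adjustment, camera passed 0.05 upward for proliferation and migration genes in these clusters as first defined, when clustered without the cell cycle list and over all deposited cells. By fry, unadjusted, proliferation and migration genes passed 0.05 upward at resolution 0.8 (median 0.040, mean 0.33, 20 genes passing when adjusted over the list alone) and without s003 (median -0.033, mean 0.20, 7 genes), and downward with exchanged labels in both sets of cells. The median of proliferation and migration genes lay between -0.64, in the EC cluster higher in both libraries labelled *Jag1 ECKO*, and 0.040, at resolution 0.8, and was -0.34 when clustered without the list's genes; in the first and last of these fry was downward and camera upward, and neither passed 0.05. By camera they turned downward with exchanged labels (-0.056, and -0.076 over all deposited cells). Cell cycle genes turned upward in the EC cluster higher in both libraries labelled *Jag1 ECKO* (-0.11) and with the Reactome list (-0.0070). They did so also over all deposited cells (-0.011) and when clustered without the proliferation and migration genes (0.12). With exchanged labels they were upward too (0.055, and 0.069 over all deposited cells). Their median ranged from -0.14 to 0.14 with a library left out, upward without s004.

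Depth limits the single genes: *Jag1* rested on 26 to 156 counts per library and *Mki67* on 6 to 14.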

Differences from the paper's values

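The paper gives a mitochondrial share per cell with a minimum of 0.3%, a median of 0.9% and a maximum of 11.0%, as a share of reads. The values here, as shares of estimated transcripts in cells with more than 1200 genes, were 0.830, 4.21 and 34.0%. The other gene minimums, fixed before the data were examined, were not run for this measure. Over all deposited cells, a setting chosen after seeing the data, the values were 0.830, 4.47 and 41.3%.

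The paper states that the prevalence of 9 of 11 EC subsets was altered. With the library as the replicate, 0 of 13 EC clusters were called by edgeR (1 at an unadjusted p below 0.05) and 0 by limma. The same count was obtained under every alternative fixed before the data were examined except without s002, which gave 1; none reached the paper's number. The paper names no test of these shares in its text, and describes clusters by the genotype that most of their cells came from (Fig. 5, A to C). A count of test calls is thus another measure than the paper's. By share alone, 7 of the 13 EC clusters here held mostly cells labelled *Jag1 ECKO*. The shares ran from 23.9 to 88.9%, against 52.6% of all EC.

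In the EC cluster with lymphatic and lipid-handling markers, about 13% of cells are from *Jag1 ECKO* mice in Fig. 5C, read by eye (cluster 9 of the paper, matched only by these markers). Here 84.4% of the cells of such a cluster came from libraries labelled *Jag1 ECKO*. Clustered without the genes differing between labels, an alternative fixed before the data were examined, it was 84.8%, and over all deposited cells, chosen after seeing the data, 88.4%. With the labels exchanged, a setting chosen after seeing the values, it was 15.6%, which is near the paper's value. Of 7 lymphatic markers, 1 was raised in this cluster, and 1 also over all deposited cells. Clustered without the genes differing between labels, 3 were raised. The match to the paper's cluster is therefore uncertain.

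In direction, Fig. 5C shows fewer *Jag1 ECKO* than control cells, about 450 and about 540 in Fig. 5C, read by eye, whereas 545 deposited cells are labelled *Jag1 ECKO* and 446 *Jag1 ECWT*; exchanged labels, chosen after seeing the values, reverse this. The paper reports *Jag1* deletion in separate *Jag1 ECKO* aortas by qRT-PCR (Fig. 3B), and in these libraries *Jag1* was higher under that label, with a log2 fold change of 2.03. The paper separates a fibroblast-like and a VSMC-like cluster, and here both kinds of cell fell in 1 cluster of 30 cells. The paper states that GO terms of proliferation and migration were enriched in its clusters with more *Jag1 ECKO* cells (Fig. 5D), and names a Wilcoxon signed-rank test without the unit of replication. Here, with libraries as replicates and another gene list, clusters 6, 10 and 11 were compared with the other EC clusters. They were chosen by the deposited labels and may not match the paper's clusters. In them the median log2 difference was -0.037 and the camera test upward with an adjusted p of 0.0985. Before adjustment over the 2 lists camera passed 0.05 upward there, when clustered without the cell cycle list, and over all deposited cells, a setting chosen after seeing the data. The list passed 0.05 upward by unadjusted fry at resolution 0.8 and without s003, both alternatives fixed before the data were examined. Other alternatives fixed then moved the median the opposite way, to -0.64 in the EC cluster higher in both libraries labelled *Jag1 ECKO* (21 of 68 genes higher) and to -0.34 when clustered without the list's genes (17 of 65 genes higher), where fry was downward and camera upward, and neither passed 0.05. With exchanged labels, chosen after seeing the values, the clusters to compare were 0, 2 and 4. There the median was -0.056 and the mean -0.285. The list passed 0.05 downward by unadjusted fry but not by camera (adjusted p = 0.473).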

Other observations

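The tests of exchanged labels, of VSMC RNA in EC, of a few abundant genes and of the distances between libraries were chosen after the result was seen; the other tests in this part were written down before their values were computed.

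*Jag1* was higher in the libraries labelled *Jag1 ECKO*. In the mean over libraries it stood at 118 CPM under that label and 28.6 CPM under *Jag1 ECWT*. A different mix of EC clusters is argued against by the log2 ratio averaged over EC clusters with equal weight, 2.29, and *Jag1* was higher under the *Jag1 ECKO* label in 11 of 13 clusters. A dissociation response is argued against by the log2 fold change of 2.05 without the EC cluster led by dissociation genes, and a difference in depth by 1.95 with thinned cells. The 10 most abundant genes took 16.4, 21.0, 16.2 and 19.3% of the counts of EC in s001 to s004, which would change every other gene by 0.017 on the log2 scale, so a few abundant genes are argued against. RNA of VSMC in EC would bring 0.585 CPM of *Jag1*, against a difference of 89.9 CPM, and *Jag1* in the fibroblast/VSMC-like cells was 54.2 CPM, below the EC of s001 and s002. An exchange of the labels between the groups would put all 4 libraries out of place, and 4 were, but this count restates the observation and could not have come out otherwise. The exchange is a candidate explanation and is not shown, since the values of a gene cannot assign a genotype. The number of control cells read from Fig. 5C is also close to the number labelled *Jag1 ECKO*. A response of the gene to the deletion, in transcripts that keep the counted 3′ end, stays open and was not tested.

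Cluster shares of EC differed between libraries by 40.5 points on average over the 6 pairs. The labelled genotype as the whole cause is argued against by the difference of -1.79 points between pairs of different and of the same label, with the 2 libraries labelled *Jag1 ECKO* 52.1 points apart; this value is the same if the labels are exchanged. A smaller effect of genotype stays open. Lower depth is argued against by the average of 52.1 points after thinning. Clustered without dissociation genes the average was 34.8 points, and with the libraries integrated the distances lay between 14.0 and 22.7 points. Whether the dissociation response accounts for part of the distances cannot be told apart from other differences of s001, because that library carries both.

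Whether depth shapes the comparison of proliferation and migration genes between clusters cannot be told apart from no difference: the median log2 difference was -0.037 as counted and -0.084 with thinned cells, with genes moving both ways. The sum of log-normalized values over the list was lower in clusters 6, 10 and 11 in s001 as counted (-0.383) and higher in the other libraries. In thinned cells it was higher in all 4, by 0.135, 2.75, 0.966 and 4.53 in s001 to s004. With exchanged labels, the clusters highest in cells labelled *Jag1 ECWT* (0, 2 and 4) had a median of -0.06, at percentile 2.43 of random lists, and passed 0.05 downward by fry but not by camera (adjusted p = 0.473). The sum of log-normalized values over the list, these clusters minus the others, differed by 0.568, -2.24, 0.960 and -0.721 in s001 to s004, and in thinned cells by 0.868, -1.77, 1.96 and 0.697, so the libraries did not share a direction.

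*Nr2f2* (chromosome 7 of GRCm38, 70351944 to 70366735, minus strand) had the smallest p of all genes between labels, with a log2 fold change of 2.16 (SE 0.28, edgeR adjusted p = 0.280). It averaged 791 CPM in cluster 10 and at most 134 CPM in any other EC cluster. Without cluster 10 the log2 fold change was 0.87 (SE 0.56, adjusted p = 0.923), so a different share of that cluster may account for most of it.

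As a description of these libraries, genes at an unadjusted p below 0.05 numbered 416 for the labelled split and 324 and 308 for the 2 other splits of the 4 libraries 2 against 2. Of abundant VSMC genes in EC, 6 of 8 were higher under the *Jag1 ECKO* label (median log2 fold change 0.65, camera adjusted p = 0.00454, past 0.05 by fry but not with an estimated correlation), while *Tagln* was lower (-0.87, edgeR adjusted p = 0.921). Abundant fibroblast genes had a median of -0.30 (camera adjusted p = 0.00454, not past 0.05 by fry), with 0 of 11 higher. Dissociation genes are also expressed in EC of every library. The mean of 1670.08 genes per deposited cell in s001 equals the paper's average of 1670 after rounding.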
